A study of Rattus norvegicus with 86 samples. Its data were reported in "The regulatory landscape of multiple brain regions in outbred heterogeneous stock rats" (2022).

How the data were processed

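RNA was sequenced from the nucleus accumbens core of Heterogeneous Stock (HS) rats, an outbred population descended from inbred founder strains. The series holds 86 samples, one per rat, and the labels give the sex of each rat, a rat batch number and, for samples that were taken out, the reason. Of these, 11 were labelled as removed. The reasons were expression outlier (5 samples), genotype mismatch (3), low read count (2) and too many zero counts (1). The deposited table holds the other 75 libraries, 38 from females and 37 from males. What a rat batch stands for is not stated in the labels, and the number was used as given. Rats are named by sex and a number given in the order of the sample records.

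According to their methods, the authors sequenced single-end reads, trimmed them with cutadapt, estimated read counts per gene with RSEM against the Ensembl rat transcriptome, applied an upper-quartile adjustment with DESeq2, dropped genes with few reads and took the logarithm after adding 1. The deposited values are accordingly on a log2 scale, log2(scaled count + 1), for 17180 Ensembl gene identifiers. No column of the table was left unmapped (0 columns). The largest value was 20.23 and the median 8.03, and 3.51% of values were 0. Raising 2 to each value and subtracting 1 gave a whole number to within 0.0004%, so the scaled counts had been rounded. The upper quartile of the scaled counts lay between 872 and 896 in every library. The authors' gene filters required more than 1 read in at least 25% of libraries and at least 100 reads in total. In the 75 libraries, 17038 genes met both.

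Because the scaled counts were rounded whole multiples, each library skips some whole numbers or repeats others in a pattern set by its scaling factor. The factor was found for each library by searching between 0.55 and 2.5 on scaled counts up to 400, and dividing by it gave back a count per gene. A true factor under this range would be taken for a higher one, so the totals, counts of 0 and floors given here rest on the assumption that no library had one. On counts simulated for the 17180 genes in 75 libraries, the search returned 74 of the factors to within 1%, with a median error of 0.001%. The factors of the deposited libraries ran from 0.708 to 2.183, and 42 were above 1. Recovered counts were used to state depth, to say where a gene was at 0, to count the genes that met the filters, in the voom fit, in the total count used as a covariate or in correlations, and to draw libraries down to a lower depth. A gene whose libraries all held at most 3 counts was treated as being at the floor, and a fold against it was given as a lower bound. Floors cover counting error only, since the reads carried no molecular identifiers.

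Differences were tested on the deposited log2 values with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with an intensity trend, and Benjamini-Hochberg adjustment over all genes with a threshold of 0.05. The comparison of the sexes had rat batch as a covariate, and the comparison of the rat batches was a moderated F test with sex as a covariate. Rat batch 5 had 1 library and was left out of the fits, which then held 74 libraries. The interaction of sex and rat batch was fitted on rat batches 3, 4 and 6, since rat batch 2 had 2 females. Pairs of rat batches were read from one fit of all 4 batches, after the F test had been seen. On simulated counts scaled and rounded like the deposited values, 200 of the 17180 genes were changed between the sexes. All 200 were called, among them every change of 1 and of 0.5 on the log2 scale, along with 12 unchanged genes. No result was given for changes smaller than 0.5. Only genes above a minimum mean count were changed. All genes had the same dispersion, and no variation was shared between the genes of a library. The share of changes called may therefore be lower in the deposited libraries. The same simulation gave 0 interaction genes and 0 rat batch genes, with none put in.

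Principal components were computed on values centred per gene over the 75 libraries. For each of the first 5 components, 100000 permutations tested the sex difference, with sex permuted within rat batch, and the F statistic between rat batches, two-sided for sex, and the 10 tests were adjusted together. The ratio of male to female variance was computed per gene after rat batch means had been removed within each sex, and its median over genes was tested with 1000 permutations of sex within rat batch, two-sided. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

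The comparisons, the tests, their covariates and most alternatives were fixed before the data were examined. Alternatives fixed then were a filter on genes with a mean log2 value of at least 3, pseudocounts of 8 and 0.1 in place of 1, a rank-based inverse normal transformation per gene, quantile normalization, eBayes without the trend or with robust fitting, the first 20 expression components as covariates, other covariates and the omission of single rat batches. Alternatives chosen after seeing the data were limma's voom on the recovered counts, the log2 total count as a covariate, the column run as a covariate, identical genes counted once, the omission of male rat 25, the omission of 1 library of rat batch 3, and pairs of rat batches fitted alone. A column run is a stretch of the deposited table's columns over which the rat identifiers ascend. The table has 3 such runs, of 19, 12 and 44 libraries.

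Named genes were to be those with the largest differences in each direction among genes past the threshold, those with the smallest p-values for rat batch, and those with the largest residual SD among genes with a mean log2 value of at least 5. The gene table at hand paired none of the Ensembl identifiers with a symbol or a chromosome, so identifiers are given as in the deposited table, at most 2 in each direction. For the same reason the planned check of the sex labels by named genes, the enrichment of sex chromosomes, the marker lists and the variability of genes with colocalized eQTLs were not run.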

Results

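Gene expression was profiled by RNA-Seq in the nucleus accumbens core, a ventral striatal region, of outbred HS rats. The 75 libraries analysed came from 38 females and 37 males. Rat batch 2 had 2 females and 10 males, rat batch 3 had 13 and 7, rat batch 4 had 14 and 12, and rat batch 6 had 8 and 8, while rat batch 5 was 1 female. The recovered total count per library ranged from 8455344 to 26145621, with a mean of 17747094 ± 3102674 (SD, n = 75). The mean total was 18194701 ± 3106576 in females (SD, n = 38) and 17287389 ± 3072525 in males (SD, n = 37), a difference smaller than the spread between rats. By rat batch, the mean total was 16407952 ± 3633891 in batch 2 (SD, n = 12), 16783350 ± 2675481 in batch 3 (SD, n = 20), 18870705 ± 2727421 in batch 4 (SD, n = 26) and 18157291 ± 3359904 in batch 6 (SD, n = 16). The most abundant gene took 3.48% ± 0.43 of the counts of a library (SD, n = 75), and the 10 most abundant genes took 12.73% ± 1.35 (SD, n = 75). Pairs of libraries correlated across genes with r between 0.912 and 0.981, with a median of 0.965, where genes are not independent replicates.

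**Figure D1:**
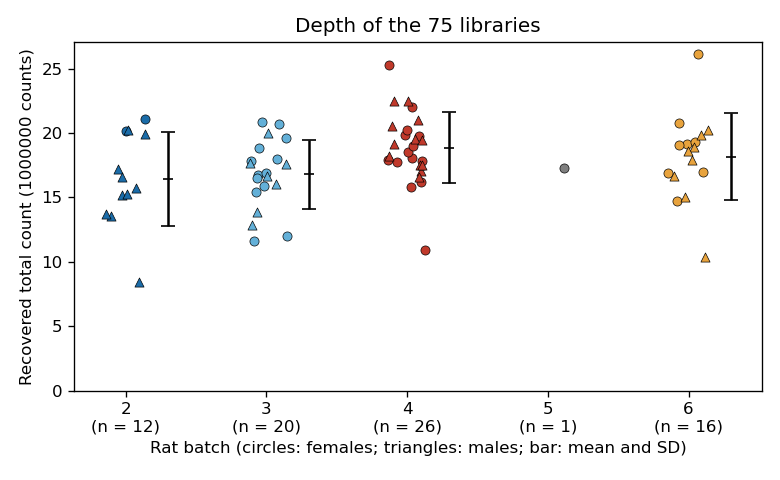
Recovered total count of each library by rat batch, on an axis scaled by 1000000 counts, with circles for females, triangles for males and bars for the mean and SD. The lowest library, at 8455344 counts, is a male of rat batch 2.

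Among the genes of the table, 55 sets held identical values in all 75 libraries. The sets covered 136 gene identifiers, with up to 9 in a set. The values of such genes are uncertain, since the table does not tell the members of a set apart.

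The first comparison asked which genes differed in expression between females and males. With rat batch as a covariate, 15 of 17180 genes had an adjusted p-value under 0.05 in limma. Of these, 9 were higher in males and 6 in females. The alternative that moved this count most was the use of 20 expression components as covariates, under which 7 genes passed.

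On the deposited scale, the largest increase in males was that of ENSRNOG00000057231, with a mean log2 value of 10.46 ± 0.39 in males (SD, n = 37) and 1.19 ± 0.87 in females (SD, n = 38). Its log2 difference was 9.23 with a standard error of 0.15 and a limma adjusted p-value of 1.02e-62. The lowest male library had 445 counts and the highest female library 7. The next largest was ENSRNOG00000060496, with a log2 difference of 8.999 (standard error 0.14, limma adjusted p-value 3.89e-63), where the lowest male library had 279 counts and the highest female library 5. Their order depended on the scale. With a pseudocount of 0.1 the log2 difference was 10.50 for ENSRNOG00000057231 and 11.46 for ENSRNOG00000060496, and a different gene had 10.6. With voom on the recovered counts it was 9.72 for ENSRNOG00000057231 and 9.86 for ENSRNOG00000060496. With a pseudocount of 8, a different gene had 6.62, above the 6.41 of ENSRNOG00000060496. These genes were therefore not the largest increases on every scale. ENSRNOG00000051257 had the largest difference towards females, with a mean log2 value of 10.03 ± 0.67 in females (SD, n = 38) and 0.69 ± 0.73 in males (SD, n = 37), a limma adjusted p-value of 6.35e-63 and at most 3 counts in any male. Set against that floor of 3 counts, its expression was at least 344-fold higher in females. ENSRNOG00000060793 was abundant in both sexes, at 11.42 ± 0.10 in females (SD, n = 38) and 10.74 ± 0.11 in males (SD, n = 37). It was lower in males by a log2 difference of -0.68 with a standard error of 0.03 and a limma adjusted p-value of 1.02e-36. The sexes did not overlap for any of these 4 genes.

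**Figure D2:**
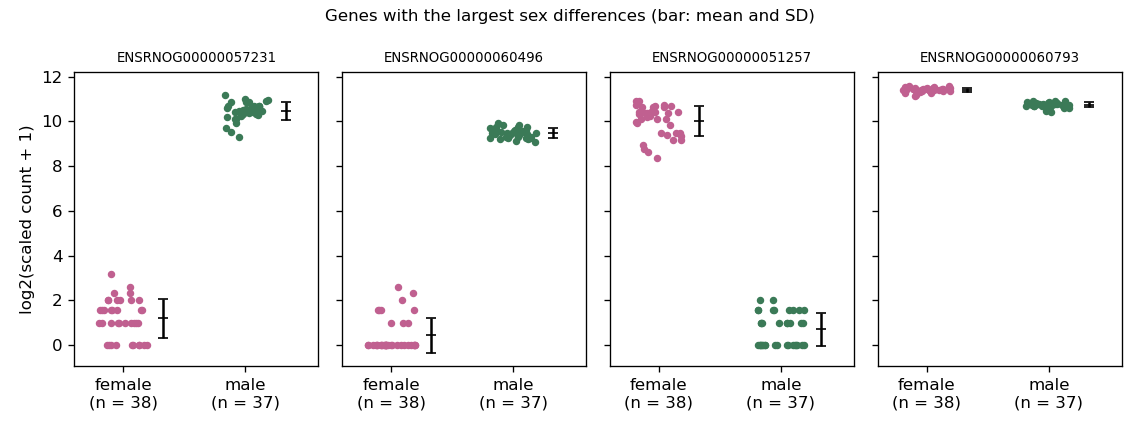
Deposited log2(scaled count + 1) values of the 4 named genes in each female and male library, with bars for the mean and SD. The sexes are fully separated for every gene shown, and the difference in ENSRNOG00000060793 is -0.68 while the other differences exceed 8 on this scale.

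On the deposited scale, the log2 difference of ENSRNOG00000057231 was 9.15 in rat batch 3, 9.16 in batch 4 and 9.37 in batch 6. That of ENSRNOG00000051257 was -8.94, -9.59 and -9.63. As ENSRNOG00000051257 was at the floor in males, the size of its differences is set by the pseudocount. Fitted over the batches, its difference was -6.93 with a pseudocount of 8 and -11.21 with 0.1. All 15 genes had the same direction in each of the 3 batches. Tested within one batch, limma called 10 genes in rat batch 3, 9 in rat batch 4 and 8 in rat batch 6, and every one of them was among the 15. The 15 genes were chosen in a fit that held these same libraries, so the shared direction and overlap are not independent support. Rat batch 2 had too few females for its own fit.

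The second comparison asked whether expression differed between the rat batches. In the moderated F test, 9192 of 17180 genes had an adjusted p-value under 0.05. The alternatives that moved this count most were 20 expression components as covariates, with 12 genes, and the column run as a further covariate, with 169 genes. The batches fell into a pair of groups. Between rat batches 2 and 3, limma called 591 genes (3.4%), and between rat batches 4 and 6 it called 665 (3.9%). Between rat batches 2 and 4 it called 4615 genes (26.9%), between 2 and 6 it called 5983 (34.8%), between 3 and 4 it called 6844 (39.8%), and between 3 and 6 it called 7406 (43.1%). On the scaled values, most differences were small, and genes went both ways in every pair. The median absolute log2 difference of the called genes ran from 0.24 to 0.32 across the pairs. Between 21 and 489 genes of a pair differed by more than 1. The split was least even between rat batches 4 and 6, with 424 genes higher and 241 lower in batch 6. Of the genes that differed between rat batches 3 and 4, 3360 were higher and 3484 lower in batch 4, with a median absolute log2 difference of 0.24, and 205 differed by more than 1. Rat batch and the column run of the table overlapped, since rat batch 2 lay in the first run, rat batches 4 and 6 in the third, and rat batch 3 in all 3.

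The genes named here come from the fit without the column run. With the column run as a further covariate, no gene had a limma adjusted p-value under 6.93e-06. Without it, the smallest p-value between batches was that of ENSRNOG00000027791, with a limma adjusted p-value of 1.16e-32. Its mean log2 value was 6.58 ± 1.12 in rat batch 2 (SD, n = 12) and 7.17 ± 1.80 in rat batch 3 (SD, n = 20). It was at 0 counts in all 26 libraries of rat batch 4, in 15 of the 16 of rat batch 6 and in 1 of the 20 of rat batch 3. The next smallest was that of ENSRNOG00000060293 (limma adjusted p-value 8.35e-26), which fell from 9.64 ± 0.18 in rat batch 2 (SD, n = 12) and 9.66 ± 0.34 in rat batch 3 (SD, n = 20) to 8.58 ± 0.23 in rat batch 4 (SD, n = 26) and 8.44 ± 0.16 in rat batch 6 (SD, n = 16).

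The third comparison asked whether the sex difference changed with rat batch. In rat batches 3, 4 and 6, 0 genes had an interaction with an adjusted p-value under 0.05, and 506 had an unadjusted p-value under 0.05. The smallest adjusted p-value in limma was 0.763. The count changed to 1 gene with a pseudocount of 8 and to 1 gene with rat batch 2 included.

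The first principal component held 11.15% of the variance, and the next 4 held 5.93%, 4.75%, 3.52% and 3.23%. Rat batch accounted for 77.6% of the variance of the first component (permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 0.0001 over 10 tests). Its mean score was -29.1 ± 17.1 in rat batch 2 (SD, n = 12), -26.7 ± 15.6 in rat batch 3 (SD, n = 20), 17.3 ± 11.9 in rat batch 4 (SD, n = 26) and 25.6 ± 7.9 in rat batch 6 (SD, n = 16). Rat batch accounted for 24% of the third component (permutation test, adjusted p = 0.0009) and did not pass the threshold for components 2, 4 and 5. The sexes differed in component 4 by -8.64 (two-sided permutation test, p = 0.0142, adjusted p = 0.0356) and in component 5 by -10.47 (p = 0.00206, adjusted p = 0.00687), where sex accounted for 8.17% and 12.27% of the variance left after rat batch. With genes scaled as well as centred, none of the 5 components passed for sex (0 tests) and 4 passed for rat batch. The components were computed with the genes that differed between the sexes included, and were not computed without them. The differences in components 4 and 5 therefore cannot show a sex difference beyond those genes.

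**Figure D3:**
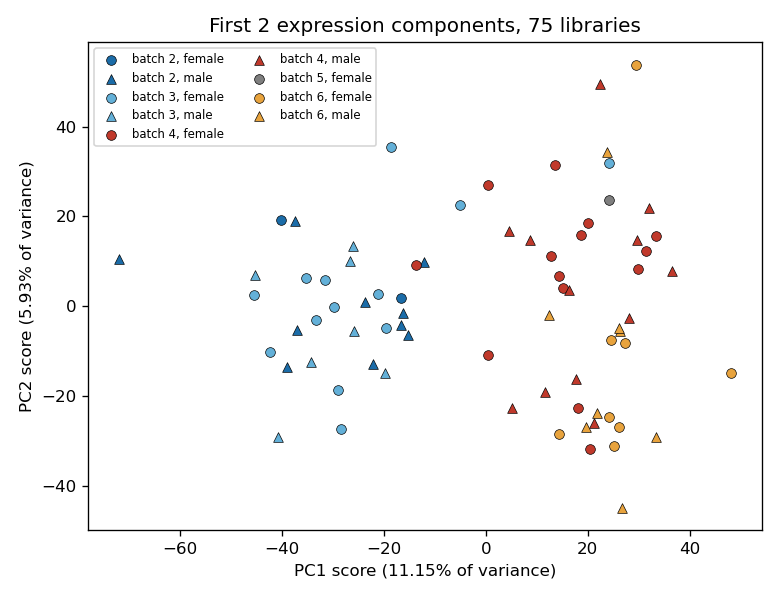
Scores of the 75 libraries on the first and second principal components, coloured by rat batch, with circles for females and triangles for males. Rat batches 2 and 3 have mean first component scores of -29.1 and -26.7 and rat batches 4 and 6 have 17.3 and 25.6. A female of rat batch 3 lies at 24.1 among rat batches 4 and 6, and a female of rat batch 4 lies at -13.6 among rat batches 2 and 3.

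The last comparison asked whether expression varied more among males or among females. The median log2 ratio of male to female variance was -0.094 over 17179 genes, and 43.1% of genes had the larger variance in males. The ratio was within the range of permuted labels, whose central 95% ran from -0.195 to 0.279 (two-sided permutation test, p = 0.504). Among the 12986 genes with a mean log2 value of at least 5, the median residual SD between rats of one sex and batch was 0.197. It exceeded 1 for 145 genes and 2 for 33. The largest was 4.84 for ENSRNOG00000007219, which was at 0 counts in 32 rats and at 100 or more in 42. The next was 4.54 for ENSRNOG00000051180, at 0 counts in 24 rats and at 100 or more in 39.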

Values the study reported

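The study reported processed expression data for 397 samples in 86 rats over its brain regions. It counted between 16 456 and 16 814 expressed genes in each region.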

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

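The tests of depth in this part were chosen after the libraries had been seen to stand apart, and each expected outcome was written down before the result was seen. In the 4 groups of one sex and rat batch that held between 4 and 10 libraries, 8 measures per library were checked for a library far from the others. Of these 32 checks, 7 found one, where chance gives about 1 in 20, or 1.6.

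Male rat 25 of rat batch 2 gave 4 of the 7. Its gap to the nearest of the other 9 males, as a share of the range of the group, was 0.555 for genes at 0, 0.724 for the median correlation with other libraries, 0.552 for the first component and 0.846 for component 5. It had 1318 genes at 0, where the others had 317 to 762, and a median correlation of 0.934, where the others had 0.960 to 0.970. Its total of 8455344 counts was the lowest of the 75 libraries. Shallow sequencing was tested by drawing the counts of the other 9 males down to that total. The draw moved their median number of genes at 0 by 40.1% of the way to its value. It moved their median correlation by 9.4% of the way, their first component score by 1.2% and their component 5 score by 0.5%. Lower depth alone therefore left most of the distance in each of the 4 measures, although it accounted for a part of the genes at 0. A difference in RNA quality or dissection remains open, and no biological explanation was tested.

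Male rat 24 of rat batch 6 had a component 5 score of -63.4, where the other males of its group had -19.3 to 5.86, a gap of 0.637 of the range. Its total was 10372222 counts. Drawing the other males down to that total moved their median score by 0.9% of the way. The sex difference in component 5 was -8.16 without male rats 24 and 25 (two-sided permutation test, unadjusted p = 0.00237) when they were left out of the test alone. The component itself was still computed from all 75 libraries, so whether it depends on them was not tested. No biological explanation was tested.

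In the females of rat batch 6, female rat 20 had a first component score of 48.2, where the others had 14.3 to 29.4, a gap of 0.554 of the range. Female rat 5 had a second component score of 53.8, where the others had -31.1 to -7.58, a gap of 0.723. Their totals, 16951813 and 19108663 counts, lay inside the range of the 75 libraries. No explanation was tested for either.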

How the results depend on the processing

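The number of genes that differed between the sexes stayed between 13 and 19 under every alternative but one, against 15 in the main result. With 20 expression components as covariates it was 7, all among the 15. These components accounted for 97.7% of the variance of sex itself, so the covariates took up most of the comparison. The 4 named genes kept their direction and their side of the threshold under each of the 18 alternatives, but not their order of size. Leaving out male rat 25 gave 19 genes, and voom on the recovered counts also gave 19, each including the original 15. Of 100 splits with sex permuted within rat batch, the real one included, 1 gave as many as 15 genes, and the highest other count was 1. Within rat batches 3, 4 and 6, 2, 2 and 3 of 100 splits gave as many genes as the real sexes, and the highest counts of other splits were 278, 1078 and 226 against the real 10, 9 and 8.

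The number of genes that differed between rat batches was 9192 and lay between 8214 and 9936 under all alternatives but 2. With 20 expression components as covariates it was 12. These components accounted for 63.9% of the variance of rat batch. With the column run as a further covariate, chosen after seeing the data, it was 169, of which 167 were among the 9192. The overlap of column run and rat batch leaves few libraries to separate them. Of 100 splits with rat batch permuted within sex, 1 gave as many genes, and the highest other count was 19. When a pair of rat batches was fitted alone, rat batches 2 and 3 gave 97 genes in place of 591, and rat batches 4 and 6 gave 446 in place of 665. The cause was not tested. For each of the 6 pairs fitted alone, 1 of 100 splits gave as many genes. Quantile normalization left 48.9% of the genes that differed between rat batches 3 and 4 higher in batch 4, against 49.1% in the main result. Both scalings align the libraries with each other, so the likeness of these shares cannot show how the split stood before scaling.

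The interaction of sex and rat batch gave 0 genes, with 376 to 838 genes at an unadjusted p-value under 0.05 across the alternatives. A pseudocount of 8 gave 1 gene, ENSRNOG00000051257 (limma adjusted p-value 0.0186), and the inclusion of rat batch 2, with its 2 females, gave 1 other gene, ENSRNOG00000033517 (limma adjusted p-value 0.00492). Both were named after their values were seen, and the cause was not tested. Of 100 splits with sex permuted within rat batch, 89 gave as many as 506 genes at an unadjusted p-value under 0.05.

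For the principal components, 2 tests of sex and 2 of rat batch passed in the main result. Scaling the genes changed these to 0 and 4, and the cause was not tested. The filter on the mean log2 value left 2 and 2. The median log2 variance ratio stayed between -0.197 and -0.042 across the alternatives, with the permutation p-value from 0.118 to 0.692. The value farthest from 0 was that without male rat 25.

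Analyses that would have used the removed samples were not run, since the table used here holds none of them. The alternatives of the planned analyses that need gene symbols or chromosomes were not run either. In 6 libraries, male rats 24 and 25 among them, a single read gave a value of 1.58 on the log2 scale, while it gave 1 in the others, so differences among genes near 0 are least precise there. No paired analysis was possible because the rat numbers only name the samples.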

Other observations

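The tests of column runs on the rat batch genes were chosen after first component scores had been seen by run, the count within the third run after the genes at 0 had been compared between runs, and the test of the deeper libraries and the draw of 300 other genes after the first results on genes at 0 had been seen. The other tests had their expected outcomes written before their results were seen.

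The differences between rat batches overlapped with the order of the table's columns. With sex as a covariate, limma called 9467 genes between the 3 column runs, and with rat batch as a further covariate it called 1168, or 6.8%. In rat batch 3, the 12 libraries of the second run and the 7 of the first differed in 1899 genes, or 11.1%, and 1 of 100 splits gave as many. In the first run, those same 7 libraries and the 12 of rat batch 2 differed in 0 genes, with 553 at an unadjusted p-value under 0.05, and 58 of 100 splits gave as many as those 553. In the third run, rat batches 4 and 6 differed in 446 genes, or 2.6%, where 1 of 100 splits gave as many. A single female of rat batch 3 lay in the third run. Among 242 genes that differed by more than 1 on the log2 scale between the other libraries of rat batch 3 and rat batches 4 and 6, it was nearer to batches 4 and 6 for 82.2%, where the other 19 libraries of rat batch 3 had 11.6% to 43.8%. Being 1 library, it excludes nothing.

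A candidate explanation for the 9192 genes is a step of processing shared by libraries that stand together in the table. The 11.1% within one rat batch goes with such a step between the first and second runs, in a fit without a depth covariate. It does not test the third run, which held rat batches 4 and 6. What the runs stand for is not stated in the labels. A difference in depth was not the whole cause, since 8851 genes still passed with the log2 total count as a covariate. Nor was the authors' scaling, with 9215 genes after quantile normalization. A difference between the rats of the batches stays open, as rat batches 4 and 6 were never in the first or second run.

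Some genes were at 0 counts in many rats and well expressed in others. Leaving out the genes that differed between the sexes, 60 genes had 0 counts in at least 8 rats and 100 or more in at least 8. A rat had 20.5 ± 3.9 of them at 0 (SD, n = 75). The share of rats at 0 differed between column runs for 20 of the 60 (permutation test, adjusted p-value under 0.05), and a part played by the run in the others was not excluded by that test. Within the 44 libraries of the third run, 51 of the 60 genes still had at least 4 rats at 0 and 4 at 100 counts or more. The run as the whole cause is unlikely for those 51. They included all 40 genes that did not differ between runs, but only a part of the 20 that did. For the rest of the 20, the run as the whole cause stays open. The number at 0 fell with the log2 total count (Pearson r = -0.313, permutation p = 0.0065, adjusted p = 0.0388 over 6 correlations; Spearman rho = -0.259, p = 0.0252). Without the 2 libraries farthest from the median total, r was -0.241 (permutation p = 0.0399, adjusted p = 0.0797). Within rat batches 2, 3, 4 and 6, r was -0.252, -0.212, -0.459 and -0.115, and none passed after adjustment. Depth as the whole cause is unlikely, because among the 38 libraries with at least the median total, 55 of the 60 genes still had at least 4 rats at 0 and 4 at 100 counts or more. Reads moved to a near-identical copy were tested by looking for a gene that runs opposite. Of the 60 genes, 38 (63.3%) had one beyond permuted rats, but so did 88.0% of 300 other genes, so the test cannot tell this explanation from the general structure of the data. Inherited variants that remove a transcript, or its match to the reference, may also give such values in an outbred population, and were not tested because no genotypes were used here.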
